A study of Mus musculus with 4 samples. Its data were reported in "AKT signaling is associated with epigenetic reprogramming via the upregulation of TET and its cofactor, alpha-ketoglutarate during iPSC generation" (2021).

How the data were processed

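Gene expression was measured with 4 single-channel (Cy3) Agilent microarrays, 1 per group, on RNA from mouse embryonic fibroblasts at 8 days postinfection (dpi). The fibroblasts came from embryos at embryonic day 13.5 and carried an EGFP reporter driven by the Oct4 promoter (OE-MEFs). They were infected with retroviruses encoding Oct4, Sox2 and Klf4 (OSK), or OSK together with AKT-MER (OSKA). AKT-MER is AKT fused to a modified estrogen receptor, which becomes active when the ligand 4-hydroxytamoxifen (4OHT) binds. 4OHT or its vehicle was given from 3 dpi. Groups were taken from the sample titles. The free-text description of the OSKA array with 4OHT is worded for cells whose AKT-MER was not activated, which contradicts its title and the series design. The title was used.

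Per the labels and the study's methods, Cy3-labelled cRNA was made from 100 ng of total RNA, hybridised and scanned once in 1 channel. The deposited scanner files hold, for each spot, an intensity on a linear scale, which Feature Extraction 10.7.3.1 had corrected for background, spatial trend and multiplicative trend. Per the file headers, signals not above background were replaced by surrogate values, and nothing was normalized between arrays. The series matrix deposited by the authors holds the same intensity, rounded. Its ratio to the scanner value lay between 0.995 and 1.005 over all spots. The files also give an error of each intensity from the error model of the software, and marks for spots well above background, saturated or uneven. All 4 arrays were on 1 slide, and the position on the slide differed for each group, so position and group cannot be told apart. With 1 slide and 1 array per group there was no batch to block on.

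Each array carried 62976 spots, of which 59305 were not controls, for 55681 probes. The log2 intensity was reduced by each array's 75th percentile over spots that were neither controls nor marked as uneven or as outliers of their repeats. Between 104 and 155 marked spots per array were left out. No spot was saturated. Spots of one probe were averaged, and a probe counted as well above background where the majority of its spots did. Of the probes, 27509 (49.4%) were named through their RefSeq accession in a table of the GRCm38.p6 assembly, which was used for names only. That changed the name of 2017 probes, and the others kept the name in the files, or the name of matched probes with the same array name where that was unique. Coordinates are those of the files (NCBI37, mm9). The 55681 probes stood for 34813 genes or transcripts, 22285 of them with a gene symbol, and 11161 had more than 1 probe. Each gene was represented by the probe with the highest mean over the 4 arrays. Where the other probes of a named gene moved another way, this is said beside the gene. The place of a probe within its transcript, its overlap with the transgenes, and its match to related genes or pseudogenes were not analysed here.

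A log2 difference between arrays was taken only where the probe was well above background on both. Where it was so on 1 array only, the brighter value was set against the higher of the dim value and the lowest level among probes well above background on the dim array, and the result is given as "at least N-fold". The contrasts numbered 4, and each is one array minus another. They were the 4OHT effect in OSK cells, the 4OHT effect in OSKA cells, the AKT-MER effect without 4OHT (OSKA minus OSK) and the AKT-MER effect with 4OHT. Genes were counted at a difference of at least 2-fold, the size of the study's threshold. There were no replicates, so no test between groups was run, no p-value is given, and no difference has a replicate check. The number of arrays limits the precision. The error model of the software gave a median error of 0.21 (log2) for a difference, which is 1.15-fold. Of the 399 probes spotted 10 times, those well above background had a median SD among their spots of 0.058 to 0.067 per array, and 0.095 was taken for a difference. Both cover the measurement on one array and not the variation between cultures.

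For 18 gene lists, the median log2 difference was set against 10000 random lists of the same size, drawn from the genes measured in that contrast and matched on mean expression in 20 bins. A list stood apart where its median lay outside the central 95% of random medians. This describes these arrays and is no test of the conditions. Lists needed at least 3 measured members. The groups, contrasts, thresholds, lists, named genes and 9 alternatives were fixed before the data were examined. The genes named in each case were Tet1, Tet2, Tet3, Nanog, Zfp42 and Snai2, the transgenes and the sex-linked genes. To these were added the 5 largest rises and the 5 largest falls of each contrast among genes with a symbol, and, for each list that stood apart in the 4OHT effect in OSKA cells, the 2 members that moved most in its direction. The values of some genes chosen by these rules are not reported here.

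The 9 alternatives were quantile normalization, a shift to the median of each array, normexp background correction (offset 50) with quantile normalization, the authors' series matrix, no filter on dim probes, a filter for probes above background on all 4 arrays, the mean of all probes of a gene, a 1.5-fold threshold, and the mean of the 3 arrays without AKT activation as the reference. Scaling to the E1A spike-in probes was 1 further alternative, chosen after seeing the data. limma 3.58.1 in R 4.3.3 was used for the normalization alternatives, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 for the rest.

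The steps were tested on simulated data, with the real probes' means and noise of the size of the software's errors. For this, 200 genes were changed in the OSKA array with 4OHT. In the 4OHT effect in OSKA cells, 99.5% of them were recovered at 2-fold among 20294 genes, and 43 unchanged genes were also called. The changes put in were all well beyond 2-fold, in genes well above background on all 4 arrays. High recovery was thus nearly fixed in advance, and recovery of changes near 2-fold was not tested. In the 4OHT effect in OSK cells, where nothing was changed, 13 of 19856 genes were called. Of 200 unchanged lists in that contrast, 7 lay outside the central 95% of random medians. These lists were random draws from genes with independent noise, so a small share outside was fixed by the design. It does not tell how often lists of genes that move together would lie outside.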

Results

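The study asked how activation of the kinase AKT changes the reprogramming of fibroblasts towards induced pluripotent stem cells. Gene expression was profiled at 8 dpi on 4 arrays. There was 1 array each for OSK cells without 4OHT, OSK cells with 4OHT, OSKA cells without 4OHT (AKT-nonactivated cells) and OSKA cells with 4OHT (AKT-activated cells). All levels are log2 intensities relative to the 75th percentile of the array. Of the 59305 spots that were not controls, 53.2%, 52.4%, 55.4% and 53.6% were well above background on these arrays, in that order. These spots measured 20768, 20467, 21414 and 20882 genes. The 75th percentile of intensity was 462, 377, 403 and 383, and the median of the negative controls was 4.51, 3.98, 3.28 and 3.59.

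The transgene was looked at first, as a check of which arrays came from OSKA cells. It cannot check the 4OHT label of the OSKA arrays, which rests on the titles alone. The brightest probe of Esr1 (chromosome 10, 5489352 to 5489411 in NCBI37), the gene of the estrogen receptor, was not well above background on either OSK array. On the OSKA arrays its level was 3.11 without 4OHT and 3.32 with 4OHT. It was therefore at least 219-fold higher in OSKA than in OSK cells without 4OHT, and at least 233-fold higher with 4OHT. The alternative that moved the first bound most was normexp with quantile normalization, which gave 5.52 in place of 7.78 on the log2 scale. A second Esr1 probe (chromosome 10, 5343056 to 5343115) differed by 0.05 between OSKA and OSK cells without 4OHT and was at least 2.10-fold higher in OSKA cells with 4OHT. Akt1 lay at 5.91, 5.83, 5.82 and 5.90 on the arrays of OSK cells without and with 4OHT and OSKA cells without and with 4OHT. In the same order, Pou5f1 lay at 1.81, 1.23, 1.29 and 1.71, and Klf4 at 3.43, 3.24, 3.50 and 3.25. Sox2 was not well above background on any array. Akt2 changed by 0.14 with 4OHT in OSKA cells, and its further probes gave values between −0.38 and 0.15. The Y-linked genes Ddx3y (1.70 to 1.83) and Eif2s3y (2.05 to 2.37) were measured on all 4 arrays, and Uty was too, at −3.79 to −3.16. Kdm5d was well above background only in OSKA cells. Xist was not well above background on any array.

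Across the 22693 genes measured on at least 1 array, Pearson's r between arrays ranged from 0.978 to 0.989 over the 6 pairs. The genes are not independent replicates. The lowest r was that of OSK cells without 4OHT and AKT-activated cells (Spearman's rho 0.982). The highest was that of OSK cells with 4OHT and AKT-nonactivated cells (rho 0.992). The 4OHT pairs had an r of 0.985 in OSK and 0.984 in OSKA cells. Normexp with quantile normalization moved the lowest r most, to 0.991.

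The effect of AKT activation was read from the 4OHT effect in OSKA cells. This contrast also holds any effect of 4OHT itself, of the culture and of the position on the slide. Among 20299 genes measured on both arrays, 408 were at least 2-fold higher and 183 at least 2-fold lower with 4OHT. That was 2.91% of the genes, and 69.0% of the changed genes were higher. Genes with a symbol made up 343 of the higher and 101 of the lower genes. The SD of the log2 differences was 0.39. A further 223 genes were at least 2-fold higher and 167 at least 2-fold lower as bounds, because only 1 of the arrays measured them. The counts depended most on the treatment of dim probes. With no filter on these the counts were 1881 higher and 1455 lower (56.4% higher), and with normexp and quantile normalization they were 170 and 32 (84.2% higher). All 170 and all 32 of the latter were also changed in the main setting.

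In OSK cells, which lack AKT-MER, the same comparison asks what 4OHT changes on its own. Of 19860 genes, 121 were at least 2-fold higher and 55 at least 2-fold lower with 4OHT (0.886% changed, 68.8% of them higher, SD 0.30). Bounds of at least 2-fold held for 147 higher and 156 lower genes. Without a filter on dim probes the share of higher genes was 51.3%. Scaling to the spike-in probes turned the split to 34 higher and 182 lower genes (15.7% higher). That scaling moved the median of all genes by −0.31 in the 4OHT effect in OSK cells, 0.01 in the 4OHT effect in OSKA cells, −0.46 in the AKT-MER effect without 4OHT and −0.14 in the AKT-MER effect with 4OHT. The scaling shifts all genes of a contrast alike, and each of the 18 gene lists below stayed on the same side of its random range under it. It left the split in OSKA cells at 419 higher and 166 lower (71.6% higher). Among the brightest of 3 equal parts of the genes measured on all 4 arrays, 42 changed with 4OHT in OSKA cells and 6 in OSK cells.

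**Figure D1:**
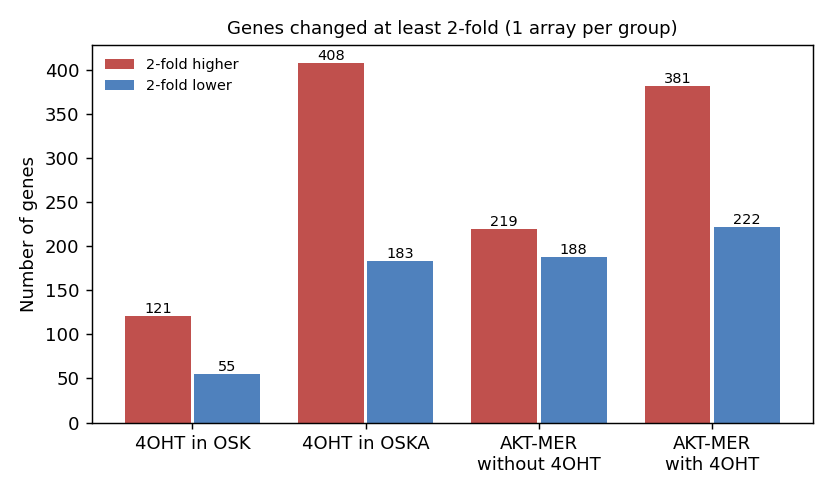
Number of genes at least 2-fold higher (red) or lower (blue) in each contrast of the 4 arrays, with 1 array per group. The counts were 408 and 183 for 4OHT in OSKA cells and 121 and 55 for 4OHT in OSK cells, where scaling to the spike-in probes gave 34 and 182.

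The largest rises with 4OHT in OSKA cells were those of Bglap2 (chromosome 3, 88181822 to 88181881), at 3.83 or 14.2-fold, and Bglap3, at 3.62 or 12.3-fold, with 3.44 for another probe of Bglap3. The software's error of these differences was 0.21 for each. Krt6b rose 11.3-fold, Krt16 8.50-fold and Kera 8.15-fold. Hybridisation between related genes such as Bglap2 and Bglap3 was not analysed. Normexp with quantile normalization moved Bglap2 most, to 3.09. The largest falls were those of Cytl1 (0.127-fold), Crygc (−2.68), Diras1 (−1.96), Vmn1r52 (−1.94) and Cdcp1 (−1.83). Crygc lay at −1.79 in AKT-nonactivated cells and between −4.47 and −4.01 on the other arrays. Diras1 lay at −1.48 there and between −3.44 and −3.15 on the others. In OSK cells the 5 raised genes changed by between −0.77 (Kera) and 0.32 (Bglap2) with 4OHT. Of the 5 lowered genes, Cdcp1 also fell by 1.40 in OSK cells.

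**Figure D2:**
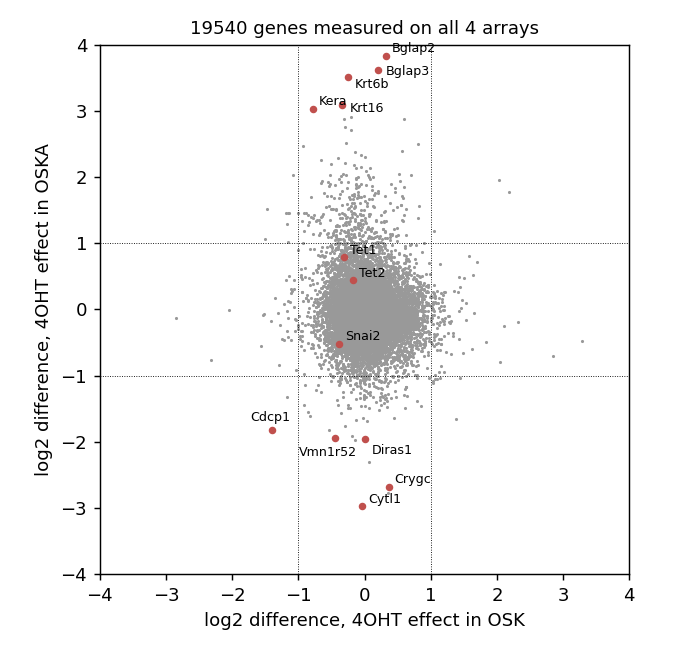
Log2 difference with 4OHT in OSKA cells (y axis) against that in OSK cells (x axis) for the 19540 genes measured on all 4 arrays, each gene 1 point, with dotted lines at 2-fold. Bglap2 lies at 3.83 on the y axis and 0.32 on the x axis, Cytl1 at −2.98 and −0.03, and Tet1 at 0.79 and −0.30.

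In OSK cells the largest rises with 4OHT were those of Kif6 (3.28), Gkn3 (2.32), 4930581F22Rik (2.19), D030024E09Rik (2.04) and Tnfsf14 (1.84). Another probe of Kif6 changed by −0.19, and a further one was at least 2.71-fold lower with 4OHT. The other probe of 4930581F22Rik was at least 1.21-fold lower. The largest falls were those of Crebrf (−3.43), Adamtsl2 (−2.32), Ifna7 (−2.14), Ttll11 (−1.52) and Lgals2 (−1.50), and another probe of Ttll11 gave 0.08. Across the 19540 genes measured on all 4 arrays, the 4OHT effects in OSK and OSKA cells had a Pearson's r of −0.07 and a Spearman's rho of −0.04. These effects share no array. Without a filter on dim probes r was −0.01, the furthest of the alternatives from −0.07. Genes changed at least 2-fold in both numbered 21, of which 5 moved the same way and 16 opposite ways. All but 1 of the 21 lay in the dimmest of the 3 parts.

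Tet1, Tet2 and Tet3 encode the enzymes that oxidise methylated cytosine, and the study followed them and pluripotency genes after AKT activation. The brightest Tet1 probe (A_55_P2122997, chromosome 10, 62274448 to 62274507) rose 1.73-fold with 4OHT in OSKA cells (0.79, software error 0.20) and changed by −0.30 in OSK cells. Other Tet1 probes rose by 0.44 and 0.38 in OSKA cells, and in OSK cells they changed by −0.27 and 0.28. The brightest Tet2 probe (A_55_P2081303, chromosome 3, 133126751 to 133126810) rose 1.36-fold (0.44, software error 0.20), and other probes gave 0.46 and −0.64. With the mean of all its probes, Tet2 changed by 0.09. Tet3 changed by −0.18, with 0.68 and −0.33 for its other probes. Snai2 (chromosome 16, 14709361 to 14709420) lay at 0.696-fold with 4OHT in OSKA cells (−0.52, software error 0.20) and at −0.38 in OSK cells. The brightest Nanog probe (A_55_P2007699, chromosome 6, 122663676 to 122663735) gave 0.880-fold in OSKA cells. Another Nanog probe changed by 0.11, and a further one was at least 1.87-fold higher with 4OHT. Zfp42 was not well above background on any array.

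**Figure D3:**
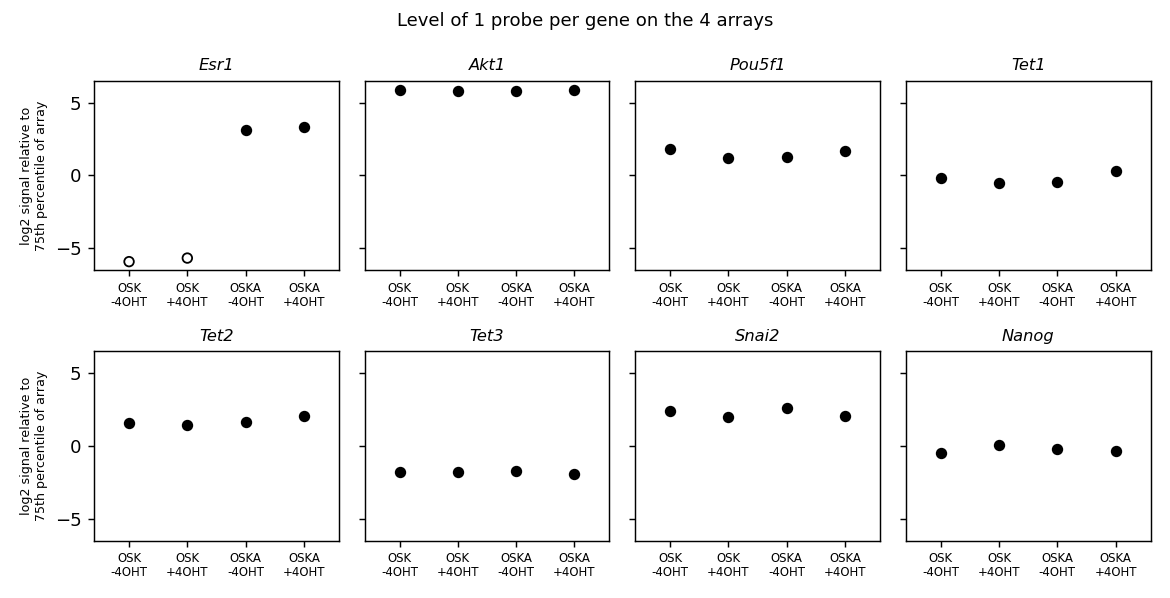
Log2 intensity relative to the 75th percentile of the array (y axis) for the brightest probe of 8 genes on the 4 arrays (x axis), each array 1 point, open where not well above background. Esr1 lies at 3.11 and 3.32 in OSKA cells and is not well above background in OSK cells, and Tet1 lies at −0.19, −0.49, −0.45 and 0.34.

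In the 4OHT effect in OSKA cells, 9 of the 18 gene lists had a median above the central 95% of random lists and 3 had one below it. The medians of all 12 kept their sign under the 8 alternatives that gave list medians, which leave out the 1.5-fold threshold and the mean of 3 arrays as reference. The interferon response genes had the highest median, 0.72, with 31 of 32 genes higher. Rsad2 rose by 1.70 and Oasl1 by 1.60. The median of the TET list was 0.44 over its 3 genes, of which 2 were higher. The mean of all probes of each gene moved this list most, to 0.09, inside the random range. Epithelial genes had a median of 0.38, though only 7 of 13 measured genes were higher and their mean was 0.21. Cldn3 rose by 1.52 and Dsp by 1.35. This list was inside the random range without a filter on dim probes (0.20). Glycolysis genes had a median of 0.29 (17 of 20 higher), with Slc16a3 at 1.23 and Pfkfb3 at 0.72. G2 and M phase genes had a median of 0.20 and were higher in 23 of 23 genes, with Ttk at 1.69 and Ccnb1 at 0.55. S phase genes had a median of 0.12, with E2f2 at 0.70 and Ccne1 at 0.67. CDK inhibitors had a median of 0.22 over 7 genes, with Cdkn1c at 0.36 and Cdkn2d at 0.31. Pluripotency genes had a median of 0.14 over the 19 of 30 genes that were measured, with 11 higher and 8 lower. Fbxo15 rose by 1.29 and L1td1 by 0.93, both from a level in AKT-nonactivated cells below that on either OSK array. In OSKA against OSK cells with 4OHT they differed by 0.12 and 0.43. The median of the pluripotency list in that comparison was −0.02, inside the random range, with 8 genes higher and 11 lower. This list was inside the random range with normexp and quantile normalization. Genes of the TCA cycle and of αKG had a median of 0.09 (24 of 31 higher), with Gpt2 at 0.71 and Bcat1 at 0.70.

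The lists below the random range in that contrast were sterol synthesis (median −0.45, 21 of 24 genes lower), TGF-beta targets (−0.43, 20 of 24 lower) and FOXO targets (−0.20, 21 of 28 lower). Nsdhl changed by −0.84, Tagln by −1.24 and Ccn2 by −1.19, and Foxo4 by −1.49 and Irs2 by −1.03. Another probe of Foxo4 gave 0.04. The other 6 lists lay inside the random range. Their medians were 0.04 for housekeeping genes, 0.07 for DNA methylation, −0.03 for mesenchymal genes, 0.10 for the pentose phosphate pathway, 0.09 for fatty acid synthesis and −0.10 for estrogen response. The estrogen response genes fell below the random range without a filter on dim probes and with the filter on all 4 arrays (−0.20 in each).

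In the 4OHT effect in OSK cells, 2 lists lay above and 6 below the random range. The sterol synthesis genes were lower in 24 of 24, with a median of −0.30. The other lists below the range were epithelial (−0.28), fatty acid synthesis (−0.15), pluripotency (−0.15), TCA cycle and αKG (−0.08) and mesenchymal genes (−0.06). The epithelial median was 0.06 without a filter on dim probes. CDK inhibitors (0.19) and housekeeping genes (0.15) lay above the range, and both medians were negative under spike-in scaling (−0.11 and −0.15). Housekeeping genes were inside the range under quantile normalization and normexp, and both lists were inside it with the mean of all probes. Interferon response genes had a median of 0.02, inside the range. So did the TGF-beta targets, whose median was −0.04 and whose mean was 0.00.

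**Figure D4:**
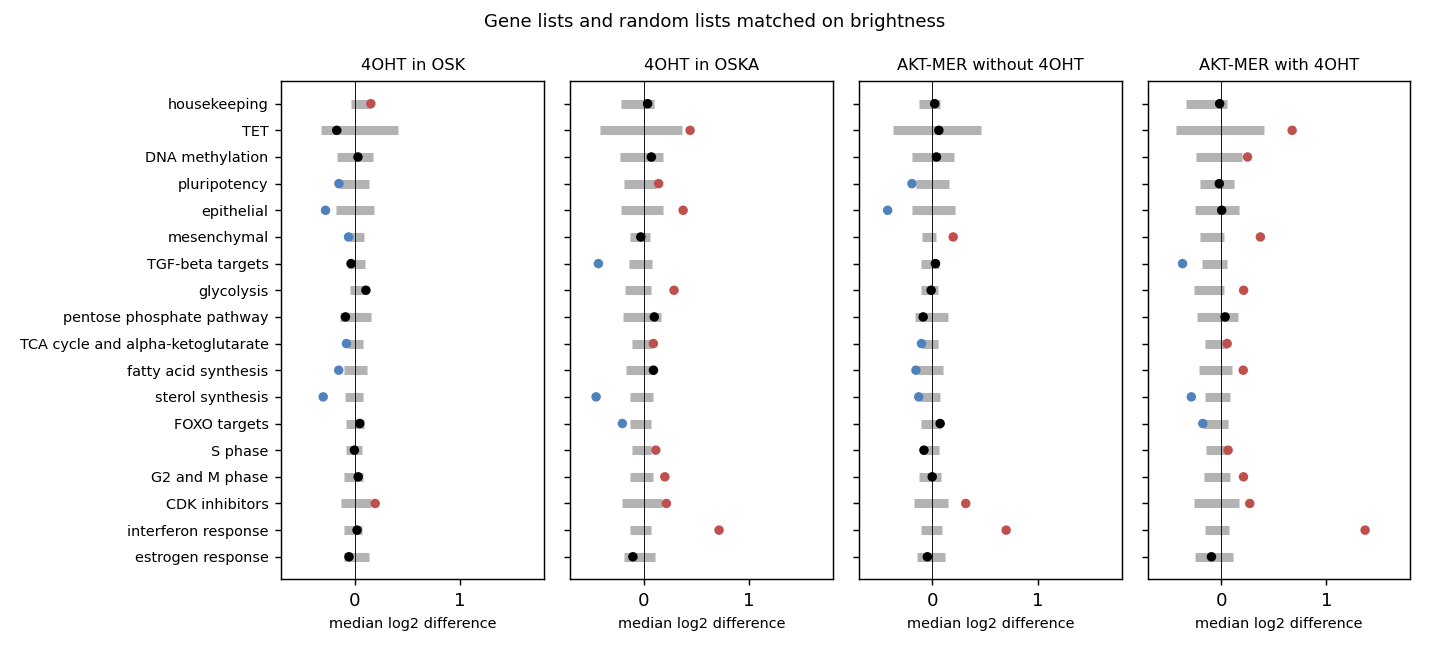
Median log2 difference of each gene list (points, x axis) in the 4 contrasts, beside the central 95% of 10000 random lists matched on brightness (grey bars), in red above and blue below that range. Interferon response lies at 0.72 for 4OHT in OSKA cells and 1.37 for AKT-MER with 4OHT, and sterol synthesis at −0.30 and −0.45 for 4OHT in OSK and OSKA cells, while under spike-in scaling the median changes sign for housekeeping and CDK inhibitors with 4OHT in OSK cells, mesenchymal genes and CDK inhibitors with AKT-MER without 4OHT, and TCA cycle and S phase genes with AKT-MER with 4OHT.

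OSKA and OSK cells were also compared without and with 4OHT. Without 4OHT, where AKT-MER should be inactive, 219 genes were at least 2-fold higher and 188 lower in OSKA cells among 20182 genes (53.8% higher, SD 0.36). Under spike-in scaling the split was 40 higher and 961 lower (4.00% higher). With 4OHT, 381 were higher and 222 lower among 19845 genes (63.2% higher, SD 0.41). Under spike-in scaling the latter split was 289 and 341 (45.9% higher), and under normexp and quantile normalization it was 180 and 62 (74.4% higher). Bounds of at least 2-fold held for 150 higher and 233 lower genes without 4OHT, and for 207 and 196 with 4OHT. Both AKT-MER effects had a Pearson's r of 0.14 and a Spearman's rho of 0.14 across 19540 genes, and r was 0.05 without a filter on dim probes. Of 71 genes changed in both, 54 moved the same way.

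Without 4OHT the largest differences of OSKA from OSK cells were those of Crygc (2.59), Ctnna2 (2.18), Ifi202b (2.16), Dner (1.97) and Rgs4 (1.82) among the higher genes. Among the lower genes they were those of Crebrf (−2.85), Il12rb1 (−2.43), Cox17 (−2.36), Fyb2 (−2.21) and Prm1 (−2.10), and another probe of Il12rb1 was at least 1.07-fold higher. With 4OHT they were Bglap2 (4.16), Krt6b (3.86), Bglap3 (3.85), Col22a1 (3.48) and Kera (3.38) among the higher genes. Cytl1 (−4.89), Kif6 (−3.37), Nxpe2 (−2.72), Nkx1-2 (−2.54) and Slc6a4 (−2.36) led the lower genes, while another probe of Kif6 gave 1.28 and one of Nkx1-2 was at least 1.07-fold higher. The array of OSKA cells with 4OHT enters both this contrast and the 4OHT effect in OSKA cells, so their values are not independent. Every other array likewise enters both a 4OHT effect and an AKT-MER effect. Crygc was named in both through the AKT-nonactivated array, Crebrf through OSK cells without 4OHT and Kif6 through OSK cells with 4OHT.

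Interferon response genes were higher in OSKA than in OSK cells in 32 of 32 genes both without 4OHT (median 0.70) and with 4OHT (1.37). Mesenchymal genes (0.20) and CDK inhibitors (0.32) also lay above the random range without 4OHT, and the medians of both were negative under spike-in scaling (−0.26 and −0.14). Below the range without 4OHT were epithelial (−0.43), pluripotency (−0.19), fatty acid synthesis (−0.16), sterol synthesis (−0.13) and TCA cycle genes (−0.10). Of these, the epithelial list was inside the range without a filter on dim probes, and fatty acid synthesis with normexp. The TET list had a median of 0.06 and a mean of −0.04. With 4OHT, 10 lists lay above the range and 3 below it. Above it were, besides interferon response, TET (0.67), mesenchymal genes (0.37), CDK inhibitors (0.27), DNA methylation (0.25), glycolysis (0.21), G2 and M phase (0.21), fatty acid synthesis (0.21), S phase (0.07) and TCA cycle genes (0.06), of which the last pair were at −0.07 and −0.08 under spike-in scaling. Below it were TGF-beta targets (−0.37), sterol synthesis (−0.28) and FOXO targets (−0.17). Pluripotency (−0.02) and epithelial genes (0.005) lay inside it. With the mean of all probes, epithelial genes moved above the range (0.17), as did TGF-beta targets without 4OHT (0.21). TET, TCA cycle and FOXO genes moved inside it with that setting, S phase genes with normexp, and TCA cycle genes with the series matrix.

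The AKT-activated array was also set against each of the other 3 arrays, among the 19540 genes measured on all 4. On it, 184 genes were at least 2-fold above each of the others and 60 below each. For OSK cells without 4OHT the counts were 18 and 29, for OSK cells with 4OHT 11 and 3, and for AKT-nonactivated cells 20 and 21. Without a filter on dim probes they were 834 and 302 for the AKT-activated array, 632 and 228 for OSK cells without 4OHT, 465 and 112 for OSK cells with 4OHT, and 411 and 162 for AKT-nonactivated cells. The difference between the 4OHT effects in OSKA and OSK cells was at least 2-fold for 510 genes in favour of OSKA and for 521 in favour of OSK (SD 0.49), and for 2867 and 2589 without a filter. Of the lists, interferon response had the largest median difference, 0.66, followed by epithelial genes (0.62), TET (0.61) and fatty acid synthesis (0.39). Under quantile normalization the epithelial difference (0.658) was above that of interferon response (0.655). The TET difference was 0.17 with the mean of all probes. For TGF-beta targets the difference was −0.40, and −0.08 under spike-in scaling. For FOXO targets it was −0.24, and 0.07 under that scaling. Sterol synthesis was inside the random range at −0.09, and at 0.23 under that scaling.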

Values the study reported

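By RNA sequencing at 10 dpi, the study reported 559 genes up-regulated and 429 genes down-regulated in AKT-activated cells compared with AKT-nonactivated OSKA cells, at a fold change above 2 with an adjusted p-value threshold. In the same RNA sequencing comparison, it gave increases of 5.4-fold for Tet1 and 2.9-fold for Tet2. For Nanog and Zfp42, it gave increases of 16.4-fold and 8.1-fold. The stated change for Snai2 was 0.67-fold. These values come from another day and another assay than the arrays described here.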

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

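All tests in this part were chosen only after the results they bear on were seen. The differences between the 4OHT effects below were not tested, because each group is 1 array.

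Epithelial, pluripotency and TCA cycle genes stood out because each list lay below the random range with 4OHT in OSK cells and above it in OSKA cells. The median difference between the effects was 0.62 for epithelial genes, 0.29 for pluripotency genes and 0.12 for TCA cycle genes. The epithelial difference shrank to 0.08 without a filter on dim probes, where the median in OSK cells was 0.06, so the filter matters for this list. The sign of all 3 differences was the same under every scaling of the arrays. For the falls in OSK cells, an array of OSK cells without 4OHT that is out of place is a candidate explanation, whether through its culture or its hybridisation. It cannot account for the rises in OSKA cells, which use no OSK array. It predicts that OSKA cells without 4OHT and OSK cells with 4OHT, both without active AKT, lie at one level. The median between these arrays was −0.091 for epithelial genes and −0.0035 for TCA cycle genes, inside the random ranges of −0.15 to 0.15 and −0.08 to 0.02, which is in line with that explanation of the falls in OSK cells. For pluripotency genes it was −0.11, just below the random limit of −0.10, and for their fall the explanation cannot be told apart from others with 1 array per group. A change by 4OHT that depends on AKT-MER also remains open and untested, as does the position on the slide, which goes with the group.

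Lgals2 and Il12rb1 are genes named in the report that were at least 2-fold lower with 4OHT in OSK cells and at least 2-fold higher in OSKA cells. The difference between the effects was 2.56 for Lgals2 (−1.50 and 1.06) and 2.18 for Il12rb1 (−1.16 and 1.02). Noise of dim probes is a candidate explanation. When genes were split by brightness into 3 parts, 20 of the 21 genes changed in both contrasts lay in the dimmest part. Of the 21 genes, 16 moved opposite ways. The contrasts share no array, so independent noise would favour neither direction, and these opposite moves do not speak for noise. The software's error of each 4OHT effect of Lgals2 and Il12rb1 was 0.37 at most. That error is smaller than the effect, but it leaves out variation between cultures. Noise therefore cannot be told apart from a change in the cells here. A true change with 4OHT that depends on AKT-MER was not tested.

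The control probe ERCC-00148_99 gave a signal although it belongs to a set of synthetic RNAs used as external controls, outside the measurement of mouse genes. Its lowest median signal on the 4 arrays was 84.6, and the signals on the others were 95.0, 103.0 and 119, between 21.1 and 36.2 times the median of the negative controls. All of its 28 spots were well above background on every array. ERCC RNA added to the samples as an explanation was argued against, as 1 of 96 ERCC probes was well above background on all 4 arrays and 4 were on any. Hybridisation of a mouse transcript to the probe remains open and was not tested. No biological explanation was tested.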

How the results depend on the processing

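Scaling to the spike-in probes was the only alternative chosen after seeing the data. No paired analysis was possible because each group is 1 array and the results come from no test.

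Quantile normalization, the shift to the median and the series matrix moved no count by more than 1.5 times, and no list with 4OHT in OSKA cells by more than 0.095. The mean of 3 arrays as reference was run for the counts with 4OHT in OSKA cells alone, and moved neither by more than 1.5 times. Of the list medians under the 8 alternatives that gave them, 502 moved by less than this, 67 moved by more without turning a median that stood apart, and 7 that stood apart changed sign. Of the named genes with a difference of at least 2-fold, none changed sign. Interferon response with 4OHT in OSKA cells ranged from 0.63 to 0.74, TGF-beta targets from −0.43 to −0.39, glycolysis from 0.29 to 0.37, sterol synthesis from −0.45 to −0.42, FOXO targets from −0.20 to −0.15, pluripotency from 0.09 to 0.20, epithelial genes from 0.11 to 0.40 and TET from 0.09 to 0.46. No correlation between contrasts moved by more than 0.1.

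Normexp with quantile normalization gave 22 higher and 8 lower genes with 4OHT in OSK cells, 170 and 32 in OSKA cells, 33 and 41 with AKT-MER without 4OHT, and 180 and 62 with it. The lower bound for Esr1 was 5.52 on the log2 scale. Correlations between arrays were 0.991 at the lowest and 0.997 at the highest. Against each of the 3 other arrays, 98 genes were above and 14 below on the AKT-activated array, and 3 and 6 on the AKT-nonactivated array. The difference of the 4OHT effects gave 232 and 136 genes, and the epithelial median in OSKA cells was 0.11. The offset of 50 pulls dim values together, which by construction lowers counts among dim probes.

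With no filter on dim probes the counts were 1270 higher and 1207 lower with 4OHT in OSK cells, 1881 and 1455 in OSKA cells, 1469 and 1523 with AKT-MER without 4OHT, and 1705 and 1441 with it. The SDs were 0.58 in the first of these and 0.62 in the other 3. The Esr1 value was 9.04, and the lowest correlation 0.986. Against each of the 3 other arrays the counts were 834 and 302 for the AKT-activated array and 411 and 162 for the AKT-nonactivated one, and the difference of the 4OHT effects gave 2867 and 2589. The epithelial median was 0.063 with 4OHT in OSK cells, a change of sign, and 0.20 in OSKA cells, and estrogen response in OSKA cells was at −0.20. Signals not above background thus limit the counts.

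With the filter on all 4 arrays the lowest and highest correlations were 0.988 and 0.996, and in OSKA cells the epithelial median was 0.19 and that of estrogen response −0.20. The mean of all probes brought TET in OSKA cells to 0.088, which is the mean of the Tet2 probes, of which 1 fell by 0.64. At 1.5-fold the counts were 859 and 323 with 4OHT in OSK cells, 1028 and 940 in OSKA cells, 1143 and 805 with AKT-MER without 4OHT, and 1084 and 1013 with it.

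Spike-in scaling gave 34 higher and 182 lower genes with 4OHT in OSK cells, 40 and 961 with AKT-MER without 4OHT, and 341 lower genes with it. The Esr1 bound was 7.32. Genes above each of the 3 other arrays numbered 99 on the AKT-activated array and 6 on the AKT-nonactivated one, where 33 were below each. The difference of the 4OHT effects gave 1066 and 208 genes. It turned the medians of housekeeping genes (−0.15) and CDK inhibitors (−0.11) with 4OHT in OSK cells, of mesenchymal genes (−0.26) and CDK inhibitors (−0.14) with AKT-MER without 4OHT, and of TCA cycle (−0.080) and S phase genes (−0.071) with AKT-MER with 4OHT. These changes of sign follow from the shift of all genes, which is larger in size than each of these medians before it, and no list left its side of the random range. The scaling rests on 7 probes per array, and whether the spike-in amounts or the total RNA differed between arrays was not tested. The cause of the other changes was not tested.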

Other observations

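The tests of quantile normalization on the counts, of the areas of the array, of the scaling on sterol synthesis and of the slide order were chosen before their results were seen, and all other tests in this part only after.

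More genes changed at least 2-fold with 4OHT in OSKA cells (408 and 183) than in OSK cells (121 and 55), which is 3.36 times as many. Noise of dim probes as the whole cause was argued against by the brightest of 3 equal parts of the genes, where the ratio of the counts was 7 (42 against 6 genes). Without a filter on dim probes the ratio was 1.35. Scaling was argued against by a ratio of 3.42 under quantile normalization and of 2.71 under spike-in scaling. At the 1.5-fold threshold the ratio was 1.66. Of the higher genes in OSKA cells with a further measured probe, 85.3% (58 of 68) had one that was also higher, where 43.0% of the further probes of all genes were higher, which argues against spot artefacts among the higher genes. Of the lower genes 73.5% (25 of 34) had a further probe that was also lower, where 57.0% of the further probes of all genes were. These further probes moved the same way by a median of 0.16, where the chosen probes moved by 1.14, so spot artefacts among the lower genes cannot be told apart from change with so few genes. The fullest of 16 areas of the array held 9.31% of the changed genes, where at most 6.67% of the measured genes lay in one area, so no single area explains the count. Variation between cultures remains open, because each group is 1 array. An effect of AKT activation may be part of the difference, and no replicate can test it.

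Of the genes changed with 4OHT in OSK cells, a further probe moved the same way in 65.8% (25 of 38). It did so in 21 of 26 of the higher genes (80.8%) and in 4 of 12 of the lower genes. Artefacts of single spots could account for part of the lower genes, and the number of genes is too small to tell.

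Interferon response genes were higher in OSKA than in OSK cells both without and with 4OHT. Scaling was argued against by the lowest median without 4OHT over the other scalings, 0.24, under scaling to the spike-in probes. A response to the added virus alone as the whole cause was argued against by the further rise of 0.72 with 4OHT in OSKA cells. AKT-MER that is partly active without 4OHT is a candidate explanation. The other genes raised 2-fold by AKT-MER with 4OHT (345 genes) had a median of 0.080 without 4OHT, above the random range of −0.03 to 0.05, and 56.2% were higher. The genes lowered (211) had a median of −0.31, below the random range of −0.04 to 0.05. Those medians are small, and a response to the virus may add to the level without 4OHT. The other lists that stood apart with 4OHT in OSKA cells were mixed in OSKA against OSK cells without 4OHT. TGF-beta targets (0.03), glycolysis (−0.01), G2 and M phase (−0.002) and FOXO targets (0.07) lay inside the random range, as did TET and S phase genes. CDK inhibitors (0.32) and sterol synthesis (−0.13) lay beyond it on the same side. Epithelial, pluripotency and TCA cycle genes lay beyond it on the opposite side. Infection, contamination or a difference between cultures was not tested.

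Sterol synthesis genes were lower with 4OHT both in OSK and in OSKA cells. Scaling was argued against, as the highest median in OSK cells over the other scalings was −0.30. An effect of 4OHT itself, without AKT, is a candidate explanation, since OSK cells lack AKT-MER. If it were the whole cause, the fall in OSKA cells would say nothing of AKT. The difference between both effects lay at the percentile of 14.7 among random lists, which does not show that they are equal. It was negative in 19 of 24 genes. In OSKA against OSK cells, 21 of 24 genes were lower with 4OHT (median −0.28) and 20 of 24 without it (−0.13). A part that depends on AKT-MER therefore remains open. The difference between both effects was −0.09, and 0.23 under spike-in scaling, where the difference of all genes is shifted too.

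The region from Meg3 to Mirg (chromosome 12, 110782745 to 110987628 in NCBI37), which holds imprinted noncoding genes, was higher in OSKA than in OSK cells. The region was chosen after its values were seen, for its low level in OSK cells without 4OHT. In OSKA against OSK cells without 4OHT, 36 of 38 probes were higher, with a median of 0.84. A Mirg probe was clearly lower (−1.60), while the others of Mirg were higher (1.13 and 0.86). With 4OHT, on the other arrays, 32 of 36 were higher, with a median of 0.28. That median lay at the percentile of 99.7 among 10000 random runs of 36 neighbouring probes. Many probes of the region carry the same transcript name, and the random runs were not matched for this. The percentile therefore cannot exclude a chance shift of a few transcripts. With 4OHT in OSK cells 28 of 36 probes were higher (median 0.35), and with 4OHT in OSKA cells 33 of 37 were lower (−0.23). A difference between the cultures in the imprinted state of the region may underlie this, and was not tested.

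Of 1346 genes with a range of at least 2-fold over the 4 arrays, 404 rose or fell stepwise in the order of the arrays on the slide (202 each way), where the next of the 12 orders held 165. Drift along the slide could give this pattern, but the order on the slide is also the order of the groups, so drift and group cannot be told apart.

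For the genes at least 2-fold lower with 4OHT in OSKA cells, the count on the arrays was 183. That count is lower than the value quoted from the study above. A further 167 genes were at least 2-fold lower as bounds. The count was 1455 with no filter on dim probes and 32 with normexp and quantile normalization. Its place below the quoted value therefore depends on the treatment of dim probes. For Tet1, the increase on the arrays was 1.73-fold. It is smaller than the value quoted from the study above. Tet2 increased 1.36-fold on the arrays. This is also smaller than the value quoted from the study above. The brightest Nanog probe gave 0.880-fold with 4OHT in OSKA cells. This is lower than the value quoted from the study above, and the other probes of Nanog gave 0.11 on the log2 scale and at least 1.87-fold. The count of 408 higher genes and the 0.696-fold of Snai2 lie within 1.5 times of the values quoted. The array count rests on no p-value, and 343 of these genes had a symbol. An unchanged Snai2 would also lie within that margin. Snai2 was at 0.768-fold with 4OHT in OSK cells and at 1.04-fold in OSKA against OSK cells with 4OHT. Its fall on the arrays therefore cannot be put down to AKT activation. The count of higher genes depends on the treatment of dim probes too. It was 1881 with no filter on these and 170 with normexp and quantile normalization. Zfp42 was not well above background, so no value can be set beside the one quoted. The day and the assay differ between the quoted values and the arrays, and the cause of the differences was not tested.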
